# De novo assembly of the desert tree Haloxylon *ammodendron* (*C. A. Mey.*) based on RNA-Seq data provides insight into drought response, gene discovery and marker identification

**DOI:** 10.1186/1471-2164-15-1111

**Published:** 2014-12-15

**Authors:** Yan Long, Jingwen Zhang, Xinjie Tian, Shanshan Wu, Qiong Zhang, Jianping Zhang, Zhanhai Dang, Xin Wu Pei

**Keywords:** *Haloxylon ammodendron*, Drought, Transcriptome, Digital gene expression, EST-SSR

## Abstract

**Background:**

*Haloxylon ammodendron* (*C. A. Mey.*) is widely distributed across a range of habitats, including gravel desert, clay desert, fixed and semi-fixed sand, and saline land in Asian and African deserts. To date, no genomic information or expressed sequence tag-simple sequence repeat (EST-SSR) marker has been reported for *H. ammodendron* plants.

**Results:**

Using Illumina sequencing technology, we generated over two billion bases of high-quality sequence data on *H. ammodendron* and conducted de novo assembly and annotation of genes without prior genome information. These reads were assembled into 79,918 unigenes (mean length = 728 bp). Based on similarity searches comparing these unigenes with known proteins in the non-redundant (nr) protein database, 25,619 unigenes were functionally annotated with a cut-off E-value of 10^-5^. In addition, DGE reads were mapped to the assembled transcriptome for gene expression analysis under drought stress. In total, 1,060 differentially expressed genes were identified. Among these genes, 356 genes were upregulated after drought treatment, and 704 genes were downregulated. We used the KEGG database to annotate these drought-induced genes; 207 unigenes were identified in the KEGG pathway annotation, and approximately 12.1% of the unigenes with known function fell into categories related to fatty acid metabolism, starch and sucrose metabolism, and nitrogen metabolism, suggesting that these pathways or processes may be involved in the drought response. Together, a total of 35 drought-inducible transcription factors were identified, including WRKY, MYB and bZIP family members.

**Conclusions:**

Our study is the first to provide a transcriptome sequence resource for *H. ammodendron* plants and to determine its digital gene expression profile under drought conditions using the assembled transcriptome data for reference. These data provide a valuable resource for genetic and genomic studies of desert plants under abiotic conditions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1111) contains supplementary material, which is available to authorized users.

## Background

Drought is one of the most common environmental abiotic stresses in the world. To adapt to environmental changes, plants have a variety of physiological responses and defence systems for withstanding drought conditions. The regulatory mechanism in higher plants has been analysed by studying a number of genes responding to drought stress at the transcriptional level [1, 2]. In *Arabidopsis thaliana*, for example, thousands of genes are thought to be involved in abiotic stress [3]. In general, drought stress-inducible genes have been classified into two groups: one group that directly protects plants against environmental stresses, and a second group that regulates gene expression networks and signalling in stress responses, such as in response to drought or salt stress [2]. Recently, progress has been made in analysing the functions of stress-inducible genes, not only to understand the mechanisms of drought stress but also to improve the drought tolerance of plants by gene transfer. Genetic studies have identified many transcription factors that are extensively involved in the regulatory network of drought-inducible genes [2, 3], including, for example, the NAC [4], WRKY [5], and MYB families [6].

As a xerophytic desert tree, *Haloxylon ammodendron* has great drought and salt resistance; thus, it plays an important role in the maintenance of the structure and function of the entire ecosystem in which it grows. *H. ammodendron* reduces wind speed and ameliorates the forest microclimate, thereby facilitating the settlement and growth of other desert plants [7]. *H. ammodendron* is widely distributed in a variety of habitats, including gravel desert, clay desert, fixed and semi-fixed sand, and saline land in the Asian and African deserts [8]. In China, about 56% of *H. ammodendron* is found in Xinjiang province, 40% in Inner Mongolia province, and the remaining 4% in Qinghai and Gansu provinces [9]. At present, most research examining the drought tolerance of *H. ammodendron* focuses on physiology [10–12] and on the identification of specific genes. Some important drought-related genes have been cloned using RT-PCR and the RACE method, including the *CMO* [13], *ARF1* [14] and *EF-hand CaBP* [15] genes. However, to our knowledge, no study involving large-scale drought-related gene screening and EST-SSR identification has been published to date.

Genome-wide analyses have dramatically improved the efficiency of gene discovery. With the advent of next-generation sequencing, large-scale transcriptome data has become available in both model and non-model species. Since Hegedus et al. [16] first used Solexa/Illumina’s Digtal Gene Expression (DGE) system to study the zebrafish transcriptome after *Mycobacterium marinum* infection, RNA-Seq and DGE technology have been widely used to identify plant genes, including those expressed in stress condition [17, 18], related to important agronomic traits. For example, in *A. thaliana*, about 30% of the transcriptome was found to be regulated by abiotic stress, and 2,409 genes were identified as being of great importance in cold, salt, and drought tolerance [3]. In Chinese cabbage, Yu et al. (2012) conducted transcriptome profiling by tag sequencing and by quantifying the expression of more than 10,000 genes in response to dehydration stress; these authors found that 28 genes in 37 transcription factors were involved in signal transduction and that the expression of 61 water- and osmosensing-responsive genes was significantly altered in response to water deficit [19].

Molecular markers play important roles in many activities involved in plant breeding, such as studies of genetic diversity [20], marker-assisted selections [21], and the identification of genes responsible for desirable traits [22]. Molecular markers have been widely used to map important genes and to assist with the breeding of trees. Many EST-SSR markers were developed using collected ESTs or high-throughput sequencing data. For example, in the rubber tree, Li et al. [23] used Hiseq2000 sequencing to sequence RNA from the bark of healthy rubber trees and got more than 30 million sequencing reads; after these sequences were assembled, 22,756 unigenes were obtained. A total of 39,257 EST-SSRs were then identified from these 22,756 unigenes. Finally, the PCR success ratio for the 110 randomly selected primers used in this study was 96.36% [23]. In the date palm, Zhao et al. (2012) identified 4,609 EST-SSRs from 28,889 EST sequences, and after examining their random primers, these authors found that one third of their primers had polymorphisms in 12 different date palm cultivars [24].

In this study, the transcriptome from different tissues of drought-treated and control *H. ammodendron* plants were sequenced with Illumina paired-end sequencing technology. The resulting sequence data were assembled and annotated, DGE profiling was performed, and EST-SSR markers were developed. To our knowledge, this is the first systematic report on the transcriptome of *H. ammodendron*. This research is essential to understand the transcriptional changes underlying the drought response in *H. ammodendron*. The transcriptome data generated from our study provide a resource for gene annotation and discovery, the development of molecular markers, genomic and transcriptomic assembly, and the development of microarrays for *H. ammodendron*. In addition, the EST-SSR markers predicted and developed in this study enlarge the number of available molecular markers and may facilitate gene mapping, linkage map development, genetic diversity analysis, and marker-assisted selection breeding in *H. ammodendron*.

## Results

### Illumina paired-end sequencing and *de novo*assembly

To investigate the transcriptome of *H. ammodendron* under drought conditions, RNA was extracted from different tissues and sequenced using Illumina paired-end sequencing technology. In this study, a total of 74,011,190 raw sequencing reads with a length of 100 bp each were generated from a 200 bp insert library. After removing adaptors and low quality data, 70,947,290 clean reads were obtained. The high-quality reads were then used to assemble the transcriptome data using Trinity software. Using overlapping information in high-quality reads, a total of 153,589 transcripts were generated, with an average length of 1,060 bp and an N50 of 1,812 bp. After compared the different transcripts representing one unigene, the longest length transcript for each unigene was extracted. So then a total of 79,918 unigenes were obtained. The average length was 728bp, and transcripts with lengths of more than 500 bp accounted for about 37.15% of all transcripts (Table 1, Additional file 1).

**Table 1:** **Summary of the** ***Haloxylon ammodendron*** **transcriptome**

Category	Number				Total number	Mean length (bp)	N50 (bp)	Total nucleotides
	200-500 bp	500-1 kbp	1 k-2 kbp	>2 kbp				
Transcripts	65,913	29,962	33,638	24,076	153,589	1,060	1,812	162,880,991
Unigenes	50,226	13,322	9,722	6,648	79,918	728	1,345	58,206,305

### Annotation of all non-redundant unigenes

For the validation and annotation of the assembled unigenes, all assembled unigenes were screened against the NCBI non-redundant (nr) and SWISS-PROT protein databases using the BLAST 2.2.28+ program with an E-value threshold of 1e-5. Among 79,918 unigenes, 25,619 (32.05%) were found to have significant similarity to 20,988 unique proteins. Of all the unigenes, 18,272 (22.86%) with significant identities to SWISS-PROT proteins were matched with 11,269 unique protein accessions (Table 2). It was found that a smaller percentage was obtained when searching against the SWISS-PROT protein database rather than against the nr database. In total, BLAST searches identified 18,221 unique protein accessions from the nr and SWISS-PROT protein databases, suggesting that our Illumina paired-end sequencing had likely captured a substantial proportion of the drought-response genes in *H. ammodendron*.

**Table 2:** **Summary of the functional annotation of assembled unigenes**

Public database	Number of unigenes	Percentage (%)
Annotated in nr	25,619	32.05
Annotated in nt	11,402	14.26
Annotated in KO	7,246	9.06
Annotated in SWISS-PROT	18,272	22.86
Annotated in PFAM	20,469	25.61
Annotated in GO	22,586	28.26
Annotated in KOG	9,680	12.11
Annotated in all databases	3,338	4.17
Annotated in at least one database	29,989	37.52
Total Unigenes	79,918	100

### Functional classification by GO and COG

In order to classify the functions of the predicted *H. ammodendron* unigenes, Gene ontology (GO), which is an internationally standardised gene functional classification system, was used. In total, 22,586 unigenes with BLAST matches to known proteins were assigned to GO classes using 1,734 functional terms (Table 2, Additional file 2). As shown in Figure 1A, the majority of the unigenes were assigned to the categories of biological processes (58,097, 45.69%), followed by cellular components (6,085, 29.81%) and molecular functions (40,494, 24.5%). Under the category of biological processes, cellular processes (13,279, 22.86%) and metabolic processes (12,707, 21.87%) were prominently represented, indicating that important cellular processes and metabolic activities occurred in *H. ammodendron* in response to drought. Under the classification of molecular functions, binding (13,141, 46%) and catalytic activities (11,013, 38.5%) were separately the first and second largest categories, respectively, whereas other categories, such as those for transporter activities, enzyme regulator activities, molecular transducer activities, and others, together contained only 4,410 unigenes representing 15.44% of the total number of unigenes. As for the cellular component, two categories, pertaining to cells and cell parts, accounted for approximately 39.19% of the cellular components that were identified; the organelle category accounted for approximately 14.14% of the cellular component unigenes, and the membrane and membrane part categories accounted for 21.13%.

In order to predict and classify possible functions, all unigenes were aligned to the Cluster of Orthologous Groups (COG) database in which orthologous gene products were classified. Out of 25,619 unigenes with significant similarity to nr proteins in this study, 10,806 sequences were assigned to COG classifications (Figure 1B). Among the 25 COG categories, the cluster related to general function prediction (1,877, 17.37%) was the largest group, followed by those for posttranslational modification (1,298, 12.01%); translation, ribosomal structure and biogenesis (806, 7.46%); and signal transduction mechanisms (713, 6.6%).

**Figure 1:**
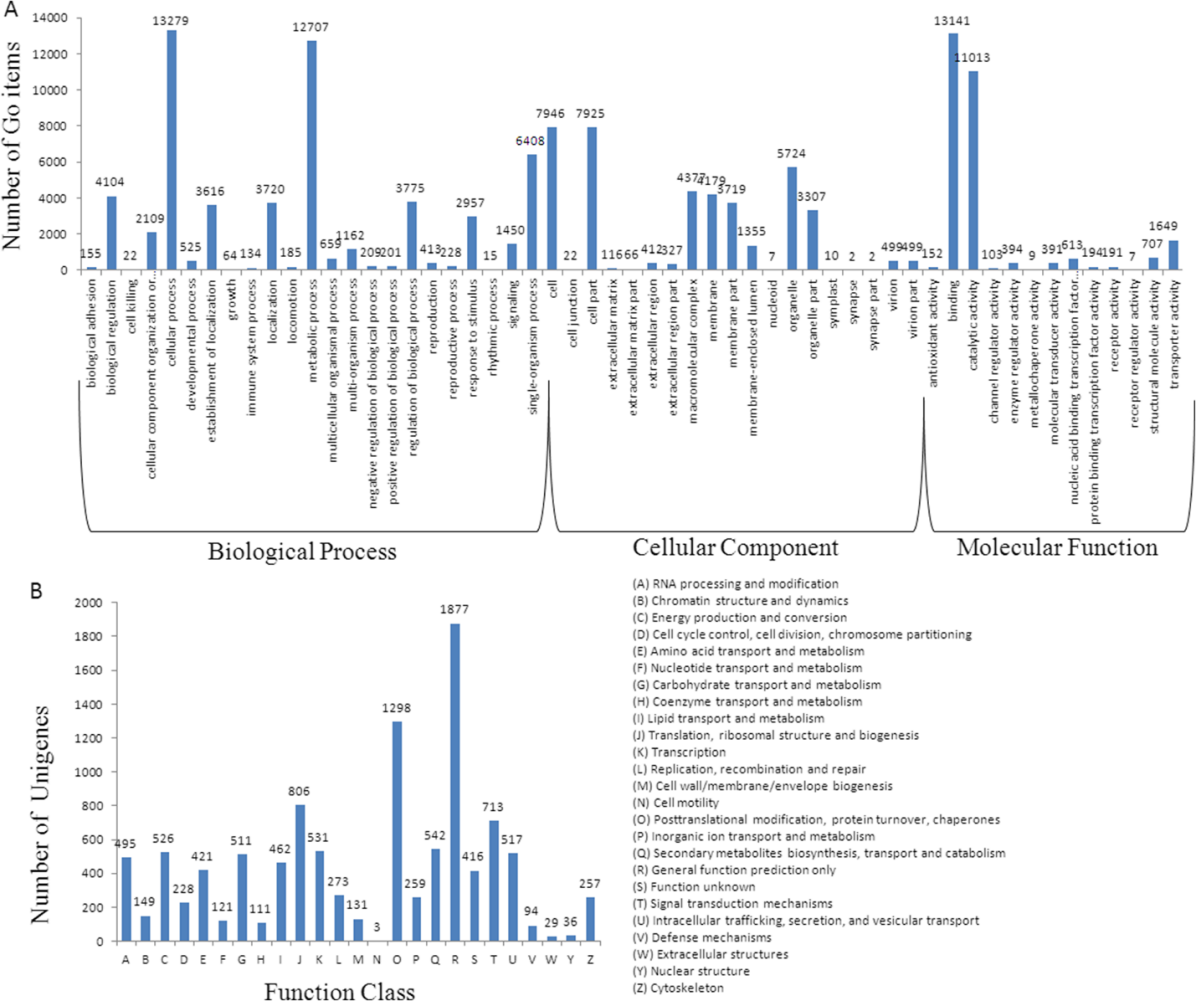
**Functional classification of the assembled unigenes. (A)** Functional classification of the assembled unigenes based on Gene Ontology (GO) categorisation. The results are summarised in three main GO categories: biological processes, cellular components and molecular functions. The x-axis indicates the subcategories, and the y-axis indicates the numbers related to the total number of GO terms present; the unigene numbers that are assigned the same GO terms are indicated at the top of the bars. **(B)** Histogram of Clusters of Orthologous Groups (COG) classification. The unigenes were aligned to the COG database to predict and classify possible functions. Out of 25,619 hits in the NCBI non-redundant (nr) database, 10,806 unigenes were annotated and separated into 25 clusters.

### Functional classifications using KEGG pathways

The Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway database is a knowledge base for the systematic analysis of gene functions in terms of networks of genes and molecules in cells and their variants specific to particular organisms. To further analyse the transcriptome of *H. ammodendron*, all the unigenes were analysed with respect to the KEGG pathway database. Out of the 79,918 identified unigenes, 11,155 (13.96%) with significant matches in the database were assigned to 5 main categories that included 265 KEGG pathways (Figure 2, Additional file 3). Among the 5 main categories that were identified, metabolism was the category with the greatest number of unigenes (5,326, 47.75%), followed by genetic information (2,044, 18.39%), organismal systems (1,781, 16.02%), cellular processes (1022, 9.19%) and environmental information processing (982, 8.83%). These results indicate that active metabolic processes were occurring in the drought treatment condition. As shown in Additional file 3, the KEGG metabolism category contained 12 sub-categories, including carbohydrate metabolism, nucleotide metabolism, biosynthesis involved in secondary metabolism, amino acid metabolism, lipid metabolism, and energy metabolism, among others.

**Figure 2:**
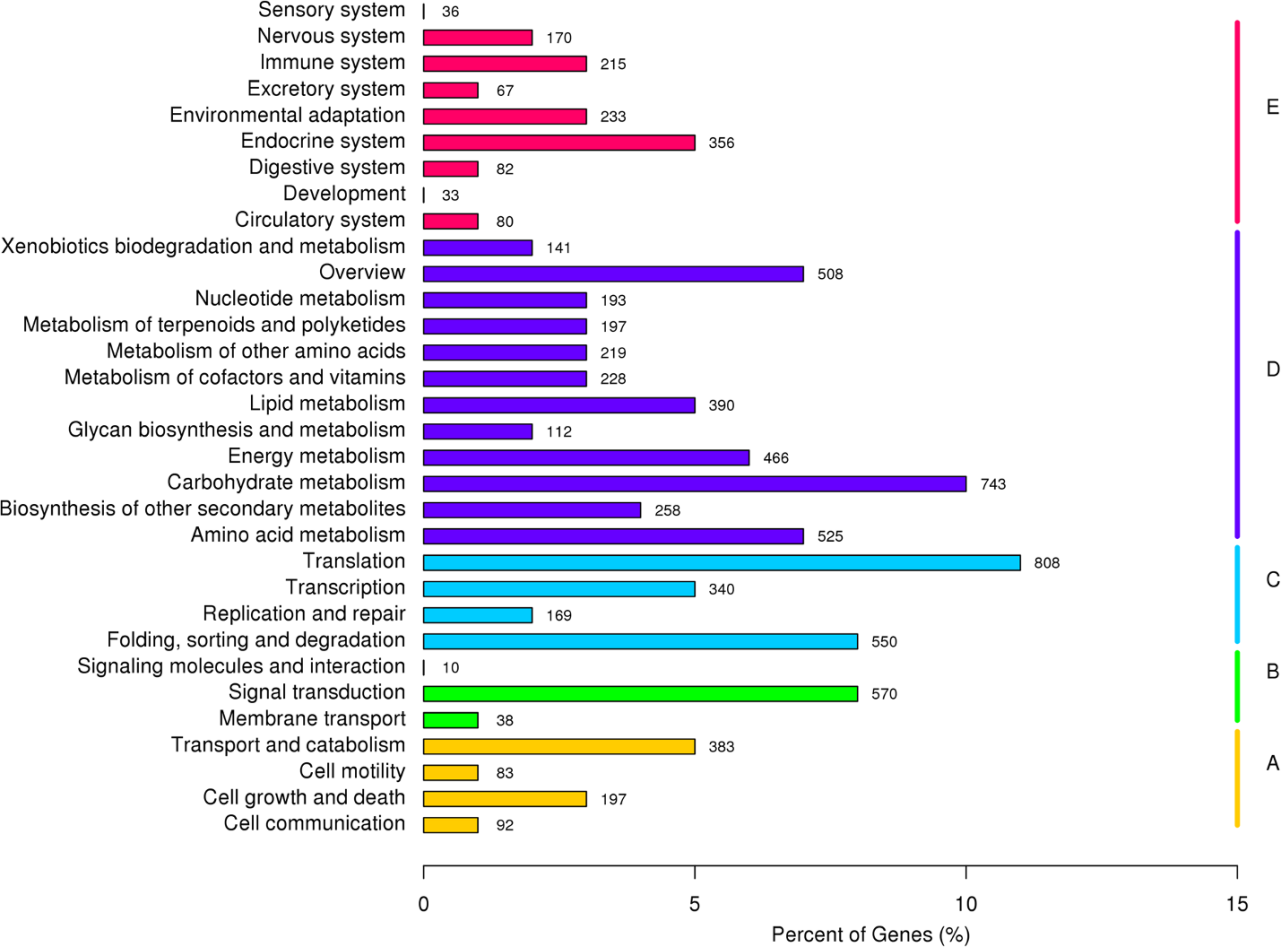
**Pathway assignment based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. (A)** Classification based on cellular process categories, **(B)** classification based on environmental information processing categories, **(C)** classification based on genetic information processing categories, **(D)** classification based on metabolism categories, and **(E)** classification based on organismal systems categories.

### Analysis of differential gene expression during the drought process

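Digital gene expression profiling counts the sequencing reads that fall on each assembled transcript, so that the read count of a unigene measures how strongly it is expressed. The seedlings stood in pots of 20 and were either watered every day or left without water for 7 days, with 2 pots for each treatment. Each of the 4 DGE libraries was made from 3 μg of RNA pooled from 4 plants, from leaves, stems and roots. The authors mapped the clean reads of every library to their own Trinity assembly with RSEM, which divides a read that matches several unigenes among them, and gave for each of 79918 unigenes an estimated read count and an FPKM value (the reads scaled for the length of the unigene and the size of the library). Of the counts above 0, between 18.6% and 20% per library were not whole numbers, and all counts were rounded before testing. The estimated counts summed to 10235114 and 12049344 reads in control replicates 1 and 2, and to 12922860 and 12078230 reads in drought replicates 1 and 2. The 10 unigenes with the most reads held between 4.57% and 5.07% of the reads of a library. A count of 3 reads corresponded to between 0.232 and 0.293 CPM (counts scaled to a common library size). It was not used as a limit of detection, since a unigene was counted as detected at a read count above 0.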

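The drought libraries were compared with the control libraries by edgeR's quasi-likelihood test on the rounded counts after TMM normalization, with factors close to 1 (the lowest was 0.987). edgeR's filter on low counts kept 25901 unigenes for this test, and their p-values were adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p-value under 0.1, the threshold of the paper's methods, and the procedure of the DESeq package named there was written out and run as an alternative. With 2 libraries in each condition, an exact permutation test of a single unigene cannot give a two-sided p below 1/3, so single unigenes were tested only in models fitted across all unigenes. Across the tested unigenes, which are not independent replicates, log2 CPM had a Pearson's r of 0.934 between the 2 control libraries and 0.913 between the 2 drought libraries. Between a control and a drought library, r lay between 0.917 and 0.932, so the control libraries were the most alike of all pairs and the drought libraries the least, and the mean r was 0.924 within conditions and 0.927 across them. The common dispersion was 0.145, which is a coefficient of variation of 0.381 between libraries of the same condition. The labels number the replicates 1 and 2 in both conditions, and the replicate number was therefore also fitted as a block, with the pairing taken from the labels. The deviations of libraries with the same number from the means of their conditions had a correlation of -0.066 across unigenes (0.066 for different numbers, the mirror value with 2 libraries in each condition). Across all unigenes the numbers therefore showed no pairing of the libraries. Libraries with the same number could still share a difference in part of the unigenes.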

To reveal the molecular events occurring during the drought process, two digital gene expression (DGE) libraries were constructed using RNA from the two pools of control and drought treatment RNA samples and sequenced using Illumina technology. 

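The estimated counts account for most of the clean reads. They summed to 92.9% of the clean reads that the paper reports for control replicate 1 and to 93% for control replicate 2. In the drought libraries the shares were 92.9% for replicate 1 and 93.2% for replicate 2, so the share of reads placed on unigenes differed by less than 1 percentage point between conditions. Drought replicate 1 was the deepest library with 12922860 counted reads and control replicate 1 the shallowest with 10235114.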

After Illumina sequencing and the removal of adaptors and bad-quality reads, approximately 11,019,037 and 12,958,245 reads were obtained for the two control replicates, and 13,915,918 and 12,960,189 reads were obtain for the two replicates for the drought-treated plants. We then mapped the clean reads to the transcriptome reference data, and a total of 57,695 and 55,998 unigene sequences were identified for the control replicates, and 58,788, and 57,596 unigene sequences were identified for the drought replicates. 

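In the count files, a unigene had a read count above 0 for 60439 unigenes (75.6% of 79918) in control replicate 1 and for 60526 (75.7%) in control replicate 2. The numbers were 63066 (78.9%) in drought replicate 1 and 61675 (77.2%) in drought replicate 2. Reads were found in at least 1 library for 77535 unigenes and in all 4 libraries for 42958. Much of this detection rests on few reads, since between 58.1% and 59.4% of the detected unigenes of a library had under 10 reads. Both drought libraries and no control library had reads for 2389 unigenes, and both control libraries and no drought library for 1617, while the drought libraries together hold 52.9% of all reads. Raising the requirement to an FPKM of at least 1 moved these values most, to between 33919 unigenes in control replicate 2 and 36037 in control replicate 1, whereas a read count of at least 1 left between 60314 and 62960 unigenes per library.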

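Among the 25901 unigenes tested by edgeR's quasi-likelihood test, 0 had an adjusted p-value under 0.1 (Benjamini-Hochberg adjustment). The smallest adjusted p-value was 0.307, shared by several unigenes. One of them was comp31860_c2, a unigene of the qRT-PCR set, with 3 and 1 reads in the control libraries and 484 and 765.2 in the drought libraries, a log2 fold change of 8.03 in edgeR and of 8.11 with a standard error of 0.846 in DESeq2. Another was comp57766_c0, annotated as a putative DNA binding protein, with 1161.73 and 1411.28 control reads and 419 and 355 drought reads (log2 fold change -1.92, DESeq2 standard error 0.244). Before adjustment, 1154 unigenes (4.46% of those tested) had a p-value under 0.05, where 5% is the share that chance alone gives. With the replicate block in the paired fit, the count was again 0, and each fit that left out 1 library gave between 0 and 2 unigenes. The choice of test moved the count most among the alternatives set in advance, since DESeq2's Wald test put 240 unigenes under the same adjusted threshold, and the DESeq procedure written out from the methods 115.

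**Figure D1:**
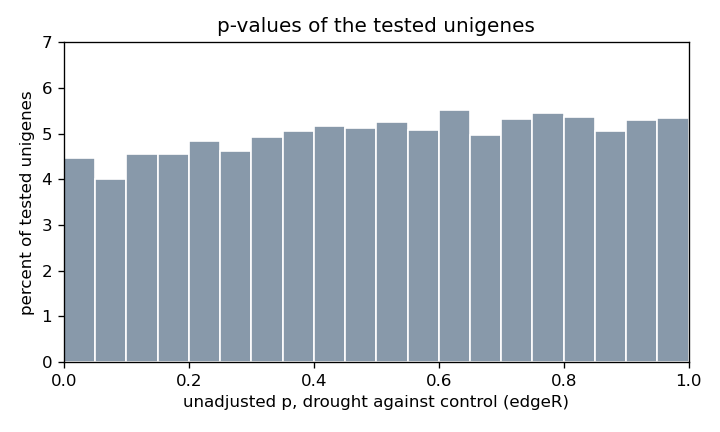
Unadjusted p-values of the 25901 tested unigenes in edgeR's quasi-likelihood test of drought against control, as the percent of unigenes (y axis) in each interval of p of width 0.05 (x axis). The bars are nearly level, from 4.01% to 5.51%, with no peak at low p-values.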

After calculating the expression level of each mapped unigene, a total of 1,060 unigenes were detected that had levels of expression that were significantly different between the drought-treated and control libraries. No homologue was found in the NCBI database for 469 differentially expressed unigenes. Both upregulation and downregulation of unigene expression occurred among the differentially expressed unigenes. 

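The main fit placed 0 unigenes in either direction past the adjusted threshold, and 48.1% of the 25901 tested unigenes had a lower estimate in drought. Decreases outnumbered increases in the 3 other tests of all 4 libraries that called unigenes, while the fits without drought replicate 1 and without drought replicate 2 called 1 and 2 unigenes, all higher in drought. DESeq2's Wald test called 60 unigenes higher and 180 lower in drought, so that 25% were upregulated (exact Clopper-Pearson 95% interval 19.7% to 31%). Of these 240 unigenes, 227 had both drought libraries on the same side of both control libraries. The DESeq procedure called 31 unigenes higher and 84 lower, an upregulated share of 27% (interval 19.1% to 36%), and all 115 had both drought libraries on one side of both controls. Without the filter on low counts, edgeR called 5 higher and 24 lower. Of the settings chosen before the files arrived, the largest move was that of the downregulated unigenes in DESeq2, from 0 to 180.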

Among all differentially expressed unigenes, 356 were induced by drought treatment, and 704 were downregulated after one week of drought treatment. However, only 261 unigenes were functionally annotated with GO terms (Figure 3A-C), and only 207 unigenes were identified in the KEGG pathway database (Figure 3D). 

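Additional file 3 lists the unigenes of 131 pathways of the KEGG metabolism category, with 5326 places in all, but the text of that file used here cuts the longer lists and holds 2605 of the places (48.9%), which name 1637 unigenes. Of these, 1220 were tested in the main fit and 0 passed the adjusted threshold. With DESeq2's Wald test, which moved this count most of the tests set in advance, 13 of the 240 unigenes under the threshold were in a listed pathway (5.42%), against 2.06% of all 77531 unigenes with reads (Fisher's exact test, p = 0.0016). Many of those unigenes have too few reads to be called, and among the 25901 unigenes kept by the filter on low counts, a comparison added after seeing the data, 11 of 220 called unigenes were listed (5%), against 4.71% of all those kept (Fisher's exact test, p = 0.75). The DESeq procedure gave 2 such unigenes among 115 (Fisher's exact test, p = 1). Pathways outside the metabolism category and the GO lists, which are cut in the same way, were not counted.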

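For the pathways of this comparison, the lists used here hold 30 of 86 unigenes of fatty acid metabolism, 29 of 184 of starch and sucrose metabolism, and all 22 of nitrogen metabolism. In the main fit 65 of these unigenes were tested and 0 had an adjusted p-value under 0.1. In nitrogen metabolism, 9 tested unigenes were lower and 10 higher in drought (limma's camera test with Benjamini-Hochberg adjustment over 90 pathways, adjusted p = 0.34). Fatty acid metabolism had 10 lower and 17 higher (camera adjusted p = 0.657), and starch and sucrose metabolism had 13 lower and 6 higher (camera adjusted p = 0.715). Of the tests chosen in advance, DESeq2's Wald test gave the largest change, with 1 unigene of these pathways among the 13 called unigenes of the listed pathways, or 7.69% (Fisher's exact test among the listed unigenes, p = 0.484, and among all unigenes with reads, p = 0.217). The paper takes the share of annotated differentially expressed unigenes in these pathways as the reason to propose that they take part in the drought response.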

Interestingly, approximately 12.1% of the unigenes with known function fell into the categories related to fatty acid metabolism, starch and sucrose metabolism, and nitrogen metabolism (Figure 3D), suggesting that these pathways and processes may participate in the drought response.

**Figure 3:**
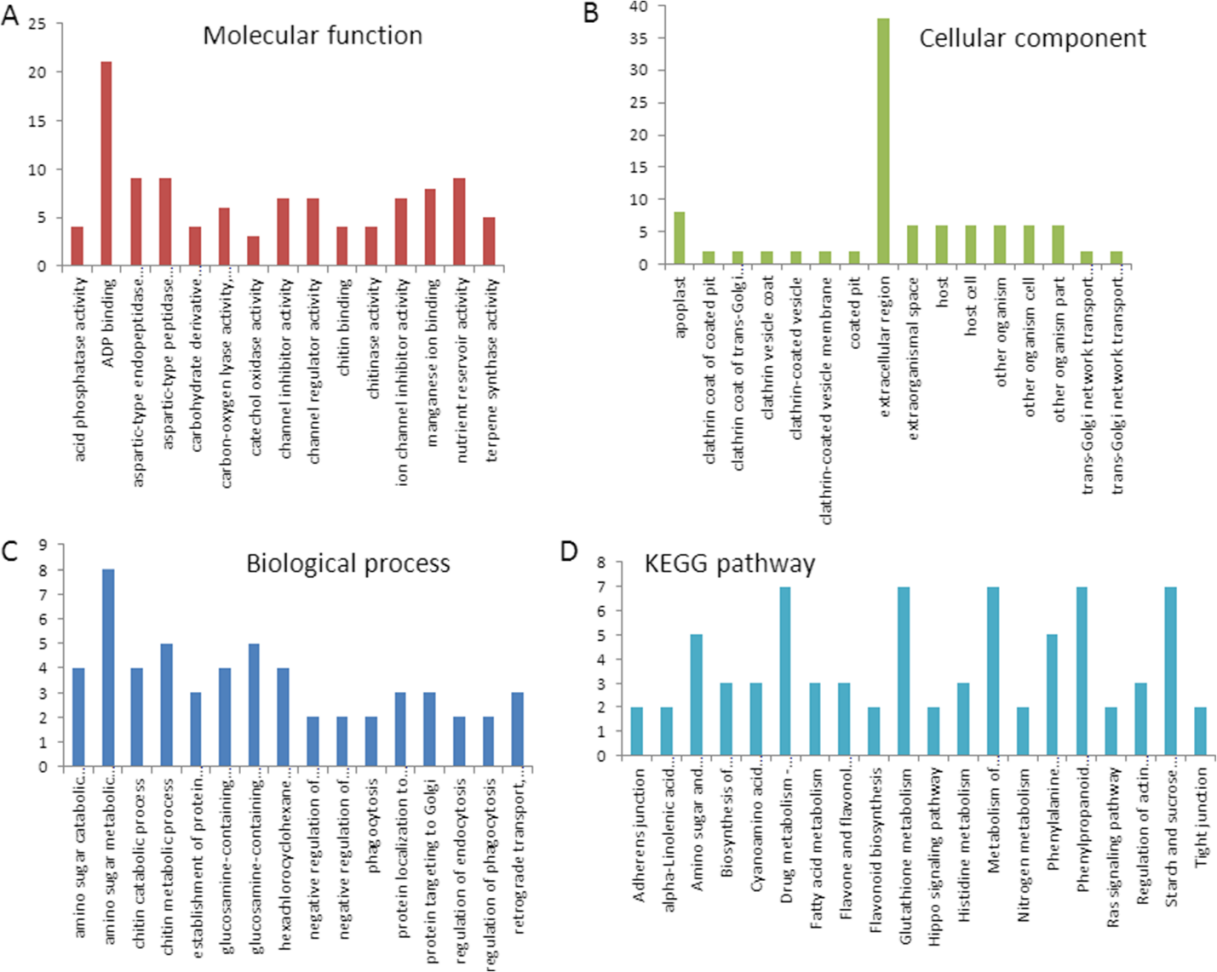
**Proportions of DEG unigenes categorised by comparison with the GO and KEGG databases. (A)** Functional classifications based on GO in the molecular function category; **(B)** functional classifications based on GO in the cellular component category; **(C)** functional classifications based on GO in the biological process category; and **(D)** functional classifications based on KEGG pathways. The y-axis indicates the number of unigenes in a given main category. The x-axis indicates the specific sub-categories of unigenes in that main category.

Previous studies have shown that transcription factors have a major effect on the network of drought-response genes. In this study, a total of 35 unigenes encoding known or putative transcription factors were found, including the WRKY, MYB, and ethylene-responsive transcription factors (Additional file 4).

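The unigenes of Additional file 4 were followed in all 4 DGE libraries. The paper calls them known or putative transcription factors. Some of their descriptions name other proteins, such as a heat shock protein (comp52044_c0), an RNA-dependent RNA polymerase (comp54129_c0) and an acidic endochitinase (comp54760_c0). Others, such as comp42910_c0, have no description, so the list is not taken here as a set of transcription factors. By normalized reads, 30 of the 35 unigenes were lower in both drought libraries than in both control libraries, 4 were higher, and 1 had overlapping libraries. The main fit tested 31 of them, and 0 had an adjusted p-value under 0.1 in edgeR's quasi-likelihood test, although 26 had an unadjusted p-value under 0.05. The paper lists these unigenes among those it called different in the same 4 libraries. Their separation and low unadjusted p-values follow in part from that choice and are no independent evidence. The WRKY unigene comp54206_c0 had 62 and 47 reads in the control libraries and 22 and 23 in the drought libraries (log2 fold change -1.47, edgeR adjusted p = 0.987). The Myb-like unigene comp48269_c1 rose from 1 and 1 reads to 331 and 58 (log2 fold change 7.22, edgeR adjusted p = 0.665). The ethylene-responsive factor comp56874_c0 had 1960 and 2598 control reads against 1731 and 776 drought reads (log2 fold change -1.06, edgeR adjusted p = 1), and comp42667_c0, annotated as ERF098-like, had 44 and 39 against 10 and 13 (log2 fold change -2.03, edgeR adjusted p = 0.801). For 2 unigenes, over 90% of the normalized reads of the higher condition came from 1 library, and one of these, comp62575_c0, had 462, 1, 0 and 0 reads. Across the 31 tested unigenes the log2 fold change ranged from -9.4 to 7.22. Among the settings fixed in advance, DESeq2's Wald test moved the number past the threshold most, to 13 of the 35. The 13 include comp45485_c0, with 0, 0, 362 and 0 reads, all from drought replicate 1 (DESeq2's Wald test, adjusted p = 0.00157).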

### Expression of selected genes differentially regulated between the two DGE libraries

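The 18 unigenes chosen for qRT-PCR are listed with their primers in Additional file 6. Each of the 18 had more normalized reads in both drought libraries than in both control libraries, a separation of 2 libraries from 2 for which the exact permutation test gives a two-sided p of 1/3. Their edgeR log2 fold changes lay between 1.43 and 10.6. An unadjusted p-value under 0.05 was found for 15 of them and an adjusted p-value under 0.1 for 0, the smallest being 0.307. The paper chose these unigenes as upregulated in the same libraries. Their direction and low unadjusted p-values follow in part from that choice and are no independent evidence. In the DESeq procedure written out from the methods, 16 of the 18 passed the adjusted threshold, the largest count among the settings fixed in advance, and in DESeq2's Wald test 13.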

To confirm the gene expression data, 18 unigenes whose expression was upregulated in drought plants were randomly chosen from the two libraries for qRT-PCR analysis. 

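In the DGE libraries, the edgeR log2 fold changes of the 7 unigenes outside Fig. 4 ranged from 2.97 to 10.6, and those of the 11 unigenes of Fig. 4 from 1.43 to 8.11. Before adjustment, 6 of the 7 and 9 of the 11 had a p-value under 0.05 in edgeR's quasi-likelihood test. Among the 7, comp48229_c0 rose from 33 and 18 control reads to 1488.55 and 2405.92 drought reads, a log2 fold change of 6.06 in DESeq2 with a standard error of 0.472. The unigene comp64222_c0 had 0 and 53 control reads against 247 and 200 drought reads, a log2 fold change of 2.97 with a standard error of 2.68, with reads in only 1 of the control libraries. DESeq2's Wald test, in place of edgeR, placed 8 of the 11 unigenes of Fig. 4 under the adjusted threshold, and the DESeq procedure placed 9. Of the 7 others, DESeq2's Wald test placed all but comp61713_c0 and comp64222_c0 under it. The DESeq procedure placed all 7 under it, with adjusted p-values from 1.16e-08 to 0.00116.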

Among them, 11 unigenes were significantly upregulated in drought-treated plants, while the expression levels of the remaining 7 unigenes were not significantly different between the two libraries. As shown in Figure 4, the unigene expression trends were similar in both DGE sequencing and qRT-PCR data. 

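The unigenes of Fig. 4 covered a wide range of read counts in the DGE libraries. The most abundant was comp65482_c0, with 996.89 and 519 reads in the control libraries and 2391.76 and 2384.98 in the drought libraries, an edgeR log2 fold change of 1.43 (1.44 in DESeq2, standard error 0.411). The unigenes comp66026_c0, comp60784_c0, comp25773_c0 and comp72006_c0 had log2 fold changes of 1.87, 2.32, 2.3 and 2.42 and between 21.5 and 98 normalized reads on average in the control libraries. The remaining 6 unigenes had under 10 normalized control reads on average, and 3 of them, comp28220_c0, comp42238_c0 and comp47856_c0, had 0 reads in both control libraries. Their normalized drought means were 27.8, 33.9 and 34 reads, so the size of their fold changes depends on the count added to the zeros. For comp72006_c0 the control libraries held 38 and 0 reads and for comp90964_c0 0 and 16, a spread within the condition that left their unadjusted edgeR p-values, from a model across all unigenes, at 0.179 and 0.0653. The log2 fold change of comp42238_c0 moved most on the FPKM scale. It was 1.85 with limma's trend method on log2(FPKM + 1) and 1.9 as the ratio of mean FPKM with a pseudocount of 1, in place of edgeR's 8.11. That of comp21755_c0 moved most without control replicate 2, from 5.1 to 8.33, against 2.56 with limma's trend method. The paper describes the trends in reads and in qRT-PCR as similar.

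**Figure D2:**
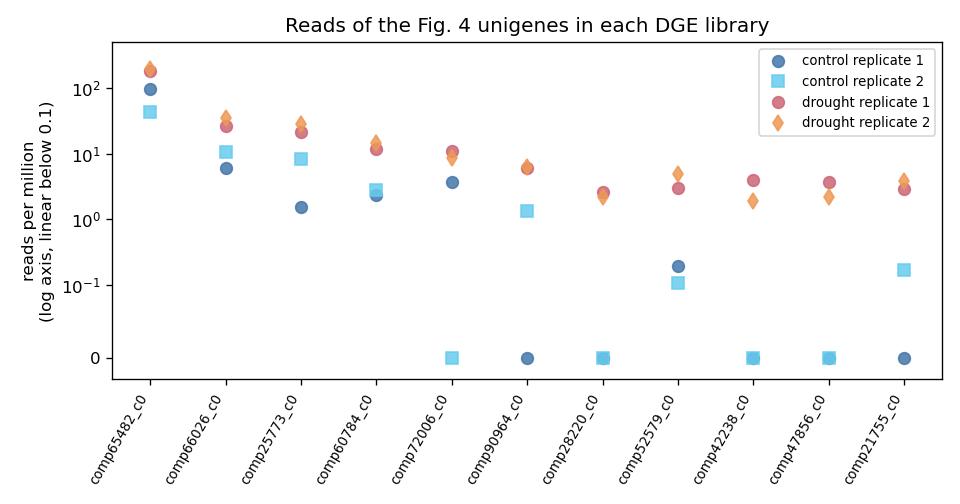
CPM of the 11 unigenes of Fig. 4 (x axis, in the order of Fig. 4) in each of the 4 DGE libraries (y axis, a log axis that is linear below 0.1 and shows 0). Points are single libraries. Both drought libraries lie above both control libraries for all 11 unigenes, and 3 unigenes have 0 reads in both controls. The unigenes were chosen in the paper as upregulated in these libraries.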

After examining the gene annotation information available for these unigenes, it was found that information on gene function was available for three unigenes; however, no matches in any database were obtained for the remaining 8 unigenes. These results suggest that some drought-resistance pathway genes may work together to defend the plant from drought stress.

**Figure 4:**
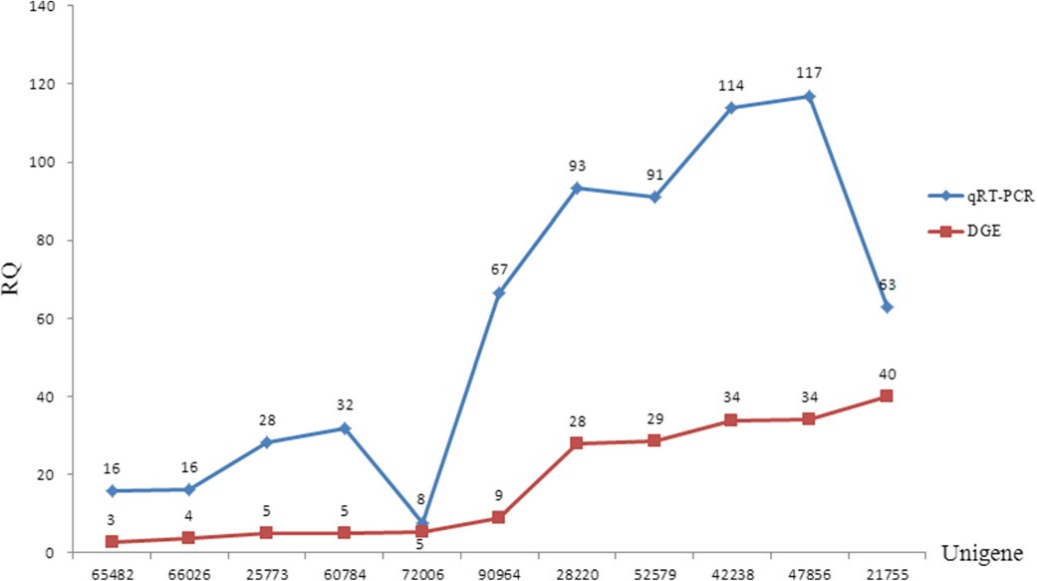
**Unigene expression tendencies in both DGE sequencing data and qRT-PCR experimental results.** The x-axis shows the different unigenes, and the y-axis represents the drought quantity relative to control levels. The numbers shown above the two graphs indicate the fold changes for each unigene for the drought treatment relative to control conditions.

### Development and characterisation of EST-SSR markers

To further evaluate the quality of the sequence data assembly and to develop new molecular markers, the 79,918 unigenes generated in this study were used to mine potential microsatellites that were defined as mono- to hexanucleotide motifs with a minimum of three repetitions. Using the MISA software (http://pgrc.ipk-gatersleben.de/misa/misa.html), a total of 17,310 potential simple sequence repeats (SSRs) were identified in 13,840 unigenes. Of these 13,840 unigenes, 11,078 and 2,762 unigenes contained one or more than one SSR, respectively (Table 3). The number of potential EST-SSRs per unigene varied from 1 to 8, with an average of 1.25.

**Table 3:** **Summary of the EST-SSRs that were identified in the transcriptome**

Search item	Number
Total number of examined unigenes	79,918
Total size of examined sequences (bp)	58,206,305
Total number of identified EST-SSRs	17,310
Number of EST-SSRs containing sequences	13,840
Number of sequences containing more than one EST-SSR	2101
Mononucleotide	10,630
Dinucleotide	2316
Trinucleotide	3969
Tetranucleotide	351
Pentanucleotide	23
Hexanucleotide	21

Using the SSR-containing sequences, 113 SSR sites were randomly selected to design EST-SSR primers with the Primer Premier 3.0 software. Information about these EST-SSR primers is shown in Additional file 5. Among these 113 primer pairs, 96 were used successfully to PCR-amplify genomic DNA (Figure 5), while the remaining seventeen pairs of primers failed to generate PCR products at several annealing temperatures. Among the PCR products of the 96 working primer pairs, 87 PCR products appeared to result from specific amplification; among these 87 PCR products, 78 PCR products were of the expected sizes, while the other six PCR products were larger than the expected sizes, suggesting that the amplified regions likely contained introns. Nine primer sets yielded PCR products that separated into more than one band, which may have resulted from either the primer design or the high heterozygosity of the *H. ammodendron* germplasm.

**Figure 5:**
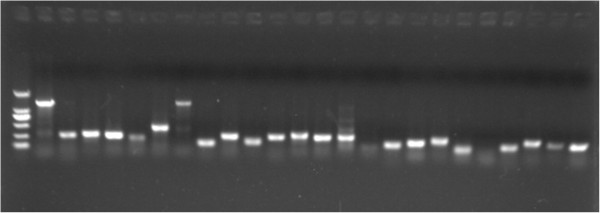
**Photograph of PCR amplification results for the EST-SSR markers in** ***H. ammodendron.*** The first line is the DNA ladder. The subsequent lines are the PCR products generated using different primers.

## Discussion

In this study, a large number of *H. ammodendron* transcriptomic unigenes (79,918) were sequenced using the Illumina HiSeq 2000 platform (Table 1). The N50 length of the unigenes was 1,345 bp, and the average length was 728 bp; these results were comparable to those obtained in recently published transcriptomic analyses of other plant species, such as *Reaumuria soongorica* (N50 = 1,109 bp, average length = 677 bp [25]) and *Litchi* (N50 = 811 bp, average length = 601 bp [26]). To date, Trinity is one of most powerful software packages used for the de novo assembly of short reads. In this study, fewer than half of the unigenes (29,989, 37.52%) identified were successfully annotated using BLAST searches of the public nr, nt, SWISS-PROT, GO, COG and KEGG databases, given the absence of genomic information on *H. ammodendron* (Table 2). Notably, the percentage of unigenes that were annotated is the lowest among previous studies conducted using the same sequencing strategy during the previous year (55 to 78.9%, [25, 27–29]). It is possible that a larger percentage could not be annotated in this study due to technical limitations, such as sequencing depth or read length [30], that are common to all studies that perform de novo transcriptome analyses. We found that the unannotated sequences were, on average, much shorter than the annotated unigenes (402 bp vs. 975 bp).

The C4 pathway has been acknowledged to be more adaptive than the C3 pathway in response to abiotic stresses, such as high temperature, radiation and drought [31].

*H. ammodendron* is a C4 plant, according to its physiological characteristics [31]. In this study, most of the genes encoding key enzymes involved in the C4 carbon fixation pathway were presented in the transcriptomic dataset from the annotation of the KEGG pathway. The gene expression data confirmed the C4 character of *H. ammodendron*. The 17 C4 pathway genes that were identified were all downregulated in drought-treated plants compared with the controls. 

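The KEGG pathway of carbon fixation in photosynthetic organisms, which includes the C4 cycle, counts 88 unigenes in Additional file 3, of which the text used here names 30. The materials searched do not say which unigenes are the C4 genes of this comparison, so all 30 were taken, and 21 of them were tested. Of these 21 unigenes, 13 were lower and 8 higher in drought (61.9% lower, against 48.1% of all tested unigenes), with a median log2 fold change of -0.083 and a range from -1.04 to 0.323. As a set these 21 had no detected shift past the other unigenes (limma's camera test with Benjamini-Hochberg adjustment over 90 pathways, adjusted p = 0.634). The rest of the 88 unigenes are not covered by this test. Split by replicate number in place of condition, the set had a lower p in limma's camera test (0.0283) than drought against control (0.225), both without adjustment. Among the 21, 0 had an adjusted p-value under 0.1 in edgeR. By normalized reads, both drought libraries were below both control libraries for 6 of the 21 unigenes and above them for 4, and the rest overlapped. Leaving out drought replicate 2 moved the count most, to 8 lower unigenes, and the fit with the replicate block gave 14. The paper sets the lower expression of its C4 genes beside an earlier finding that photosystem efficiency falls when water is short.

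**Figure D3:**
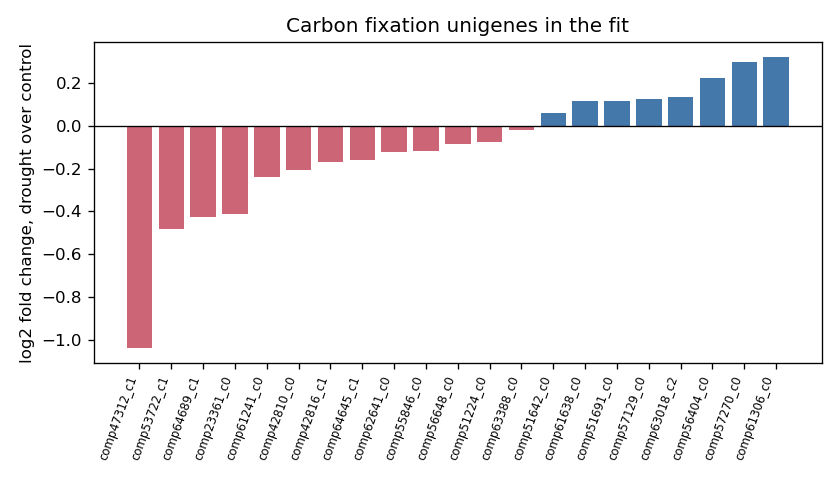
Log2 fold change of drought over control (y axis) in edgeR's fit for the 21 tested unigenes of carbon fixation in photosynthetic organisms (x axis, ordered by fold change). Bars below 0 are lower in drought. The plot shows 13 bars below 0 and 8 above, from -1.04 to 0.323.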

This result is consistent with the previous finding that the efficiency of the photosystem decreases in conditions of water deficiency.

It has long been known that extensive changes in gene expression occur when plants are exposed to drought stress [1]. Generally, both upregulation and downregulation of gene expression occur under drought conditions. It has been reported that more genes are upregulated than are downregulated under drought stress in model plants [32]. In *A. thaliana*, 16,744 genes have been found to be drought responsive; it is interesting to note that after 2 h of treatment, 1,188 (7%) were found to be upregulated and 217 (1.3%) downregulated, while after 10 h of treatment, nearly the same percentage of genes (12.3%) was upregulated as was downregulated [3]. In cotton, over 16% of the genome exhibited altered expression levels in response to drought stress. Among the genes whose expression levels were altered, 5,344 genes were induced by drought shock, and 4,630 were downregulated with 2 days of treatment [33]. In the present study, 1,060 differentially expressed genes were identified, but the proportion of the genome that is devoted to drought stress is unknown due to a lack of genome resources for this species. 

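The main fit called 0 unigenes, so it gives no share of upregulated unigenes. Among the unigenes that DESeq2's Wald test called, 25% were higher in drought (60 of 240, exact Clopper-Pearson 95% interval 19.7% to 31%), and among those of the DESeq procedure 27% (31 of 115, interval 19.1% to 36%). edgeR without the filter on low counts gave the lowest share, 17.2% of 29 unigenes (interval 5.85% to 35.8%). Forms of the DESeq procedure chosen after seeing the data that called unigenes gave shares from 25.6% to 46.9%.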

Approximately half of the genes examined were found to be drought-inducible. These results suggest that plants vary in their abilities to adapt to drought stress. Gene expression in desert plants may differ extensively from that in inland plants, and the differences in desert plants’ gene expression patterns may confer an enhanced ability to respond to drought stimuli. Among the differentially expressed genes regulated by drought stress in *H. ammodendron*, over 50% had no homologues in the NCBI database. Some of these genes may represent novel drought-responsive transcripts that have not been reported in other plants.

EST-SSR markers are very important for research on a variety of topics, including the assessment of genetic diversity, the development of genetic maps, comparative genomics, marker assisted selection breeding, and others. To our knowledge, no previous study has reported the identification of ESR-SSRs in this desert tree. Transcriptome sequencing provided a large number of sequences that could be used to develop EST-SSR markers in the *H. ammodendron* tree. In total, 17,310 potential EST-SSRs were identified in 13,840 unigenes. In this study, in addition to the more common dinucleotide, trinucleotide and other nucleotide repeats that were included in the selection, mononucleotide repeat SSRs were also included, and the proportion of EST-SSRs that were mononucleotide repeats was larger than those of the other types of repeats. Trinucleotide repeats were the next-most abundant type, followed by dinucleotide repeats, consistent with previous reports [34]. The most abundant dinucleotide and trinucleotide motifs were AG/TC and AAG/TTC, respectively. These results are consistent with previous results for dicots such as oak trees [35] and castor bean plants [36]. Of 113 primer pairs randomly selected for PCR validation, 96 (85%) produced clear bands. The PCR success rate was similar to that observed in several previous studies, such as in a study of poplar trees [34], but higher than that reported in a study by Triwitayakorn et al. (75%) [37]. Therefore, the 17,310 potential EST-SSRs identified in this study will provide a wealth of resources for developing EST-SSRs in the desert tree.

## Conclusions

In this study, we used high-throughput sequencing data to characterise the transcriptome of *H. ammodendron*, a species for which few genomic data are available. DGE sequences were mapped to the assembled transcriptome for further gene expression analysis. A large number of candidate genes involved in drought stress were identified. Furthermore, a set of EST-SSRs were identified that have specific PCR products. This data represents a fully characterised transcriptome and provides a valuable resource for genetic and genomic studies in desert plants.

## Methods

### Sample collection and preparation

*H. ammodendron* seeds were provided by the Gansu Desert Control Institute. The seeds were sowed on damp filter papers and incubated at 4°C for 4 days before being placed at 23°C under long-day (16 h light/8 h dark) conditions with a photosynthetic photon flux density of 150μmol m^-2^ s^-1^. The seedlings were grown in four pots (20 seedlings/pot) representing two replicates of two treatments. After the seedlings grew for one month, one set of seedlings were treated with a one-week (7d) stress, and the second set of seedlings was used as a control and received no treatment. The control pots were irrigated from the bottom every day, while drought-stressed pots were not irrigated and were monitored for wilting symptoms. We checked the drought phenotype when treated without watering, and found that the seedlings were wilting for one week not watering. So we chose this condition for finding the genes response to drought stress. Several tissues, including leaves, stems and roots, were then harvested from the drought and control samples for subsequent RNA isolation.

### RNA isolation and transcriptome sequencing

Total RNA was extracted from the two replicates of the drought and control plants with TRIzol Reagent (Invitrogen, 15596–026) according to the manufacturer’s instructions. The four RNA samples that were of sufficient quality were used to construct the transcriptome sequence library. The total four RNA from each sample was then pooled to one, using equivalent quantities of each sample. The transcriptome sequencing library was generated using NEBNext Ultra RNA Library Prep Kits for Illumina(NEB, USA) following manufacturer’s instructions. Following the instructions provided by Illumina, mRNA was purified from the pooled, total RNA using polyT oligo-attached magnetic beads (Novogene, China). Fragmentation buffer was added to disrupt the mRNA into short fragments. Reverse transcriptase and random primers were used to synthesise the first strand cDNA from the cleaved mRNA fragments. The second strand cDNA was synthesised using buffer, dNTPs, RNase H, and DNA polymerase I. The double strand cDNA was purified using QIAquick PCR extraction kits (QIAGEN, Hilden, Germany) and washed with EB buffer for end repair and single nucleotide A (adenine) addition. Finally, sequencing adaptors were ligated onto the fragments. The required fragments were purified by AMPure XP beads and enriched by PCR to construct a library for transcriptome sequencing.

### Data filtering and de novo sequence assembly

The transcriptome library was sequenced using the Illumina HiSeq 2000 system. The sequencing-received raw image data were transformed by base calling into raw sequence data, which were termed raw reads. The raw data were then filtered by data-processing steps to generate clean data via a process that included the removal of adapter sequences, reads in which unknown bases are greater than 10%, and low-quality sequences (in which the percentage of low-quality bases of quality value ≤ 5 is greater than 50% in a read). After the clean data was generated, transcriptome assembly was accomplished using Trinity software [38] with min_kmer_cov set to 2 by default and all other parameters set to default values. The raw data are available in the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE63970.

### Functional annotation of unigenes

For functional annotation, the assembled unigenes that might putatively encode proteins were searched against the nr (http://www.ncbi.nlm.nih.gov/), SWISS-PROT (http://www.expasy.ch/sprot/), KEGG (http://www.genome.jp/kegg/) and COG (http://www.ncbi.nlm.nih.gov/cog/) databases using the BLASTX algorithm. A typical cut-off value of E-value < 1e-5 was used. With Nr annotations, the Blast2GO program [39] was used to assign GO annotations to the unigenes according to component function, biological process and cellular component ontologies. After getting GO annotations for all unigenes, WEGO software [40] was used to assign GO functional classifications to all the unigenes and to understand the distribution of gene functions for the species on the macro level.

### DGE library preparation, sequencing and mapping analysis

Total RNA from different tissues, including leaves, stems, and roots, were extracted from drought-treated and control plants for two replicates. Each DGE library included pooled RNA from 4 plants. A total of 3 μg RNA per sample was used as input material for the RNA sample preparations. The procedure for constructing the DGE sequencing libraries was the same as that for constructing the transcriptome sequencing libraries. After the raw data was generated and the data-processing steps were completed, the clean reads were then mapped to the assembly transcriptome reference sequences using RSEM software [41]. Mismatches of no more than 2 bases were allowed in the alignments. The read count for each gene was obtained from the mapping results. The DGE data are available in the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE63970.

### Identification of differentially expressed unigenes

Gene expression levels were calculated based on the numbers of reads mapped to the reference sequence, using the FPKM [42] method. After calculating gene expression levels, the differentially expressed genes (DEGs) were screened by comparing gene expression levels. Implementing the method described by Anders [43], differential expression analysis of two conditions was performed using the DESeq R package (1.10.1). DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. In this study, unigenes with an adjusted P < 0.1 found by DESeq were considered differentially expressed.

### Quantitative real-time PCR validation

To confirm the DGE results, quantitative real-time reverse transcription PCR (qRT-PCR) was performed. Eighteen unigenes were randomly chosen for qRT-PCR analysis in the two libraries. The primers employed in the qRT-PCR experiments are listed in Additional file 6. qRT-PCR was implemented using the SYBR premix Ex Taq kit (TaKaRa, Dalian, China) on an ABI 7500 Real-Time System (Applied Biosystems), with the first strand cDNA serving as the template. Eighteen transcripts were randomly chosen for qRT-PCR analysis. The assembled *Actin* unigene (comp15413_C0) was used as an internal control. 

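The actin unigene comp15413_c0 had few reads in the DGE libraries. Its estimated read count was 3.06 in control replicate 1 and 3 in control replicate 2, and 0 in both drought libraries. The corresponding FPKM values were 1.78 and 1.48 in the control libraries and 0 in the drought libraries. edgeR's filter on low counts left it out of the main fit. In DESeq2, which allows for spread between libraries, its log2 fold change was -4.22 with a standard error of 3.78. By that estimate it is not distinguishable from no change at this depth. An exact binomial test of the reads, without allowance for that spread, gave p = 0.011.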

The relative quantitative method (△△CT) was used to calculate the fold change in the expression levels of target genes [44]. All reactions were performed in three technical replicates using one biological sample.

### Development and detection of EST-SSR markers

The MISA software (http://pgrc.ipk-gatersleben.de/misa/misa.html) was used to identify microsatellites in the unigenes. In this study, EST-SSRs were considered to contain motifs consisting of one to six nucleotides. Primers for each SSR were designed using Primer3 software (http://primer3.ut.ee). In total, 113 pairs of primers were designed (Additional file 5) and validated by PCR analysis. The DNA for PCR amplification was extracted from the control samples using the CTAB method [45]. PCR amplification was conducted as follows: PCR mixtures were held at 94°C for 4 min, followed by 35–40 cycles of 94°C for 30 s, 55-60°C for 30 s and 72°C for 30s. The final extension was performed at 72°C for 10 min. The PCR products were analysed by electrophoresis on 1.0% agarose gels.

## Electronic supplementary material

Additional file 1: **Length distributions of assembly transcripts and unigenes.**

Additional file 2: **Summary of the GO classifications of assembled unigenes.**

Additional file 3: **Summary of the KEGG classifications of assembled unigenes.**

Additional file 4: **Transcription factors identified among the DEGs.**

Additional file 5: **Primer information for EST-SSRs.**

Additional file 6: **Primer information for qRT-PCR analysis.**

How the deposited data were processed for this re-analysis (not part of the article)

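The data are 4 DGE libraries of *H. ammodendron* seedlings, 2 from watered plants and 2 from plants left without water for 7 days, each from RNA pooled from 4 plants. A pooled library that the authors used for the assembly has no count file among the files analysed here. Conditions and replicate numbers were taken from the sample labels and the paper's methods.

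The authors removed adapters and low-quality reads, assembled the unigenes with Trinity, and mapped the clean reads of each library to the 79918 unigenes with RSEM, allowing no more than 2 mismatches. The deposited expected counts are RSEM's estimates of the reads on each unigene, without normalization, and can be fractions because a read that matches several unigenes is divided among them. The authors also gave FPKM, which divides the estimated reads by the unigene's length and by the mapped fragments of the library. No unigene lengths, sequences or reference genome were in the files, so length and GC content could not be checked.

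The expected counts were rounded to whole numbers. The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's own filter on low counts with the condition as group, quasi-likelihood tests of drought against control, and Benjamini-Hochberg adjustment over the 25901 unigenes kept. A unigene was called at an adjusted p-value under 0.1. Sets of unigenes were tested with the camera test of limma 3.58.1 on the same fit, for the 90 pathways of Additional file 3 with at least 10 tested unigenes, and counts of called unigenes in pathways with Fisher's exact test. Intervals of shares are exact Clopper-Pearson intervals at 95%. Standard errors of log2 fold changes are from DESeq2 1.42.0, since edgeR's test gives none.

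The alternatives set before the processed files arrived were DESeq2's size factors in place of TMM, no filter on low counts (at least 1 read in any library), at least 10 reads in every library, DESeq2's Wald test, the DESeq procedure of the methods (pooled dispersions, a parametric curve, the larger of the fitted and the unigene's own dispersion, and the exact conditional test) written out because that package was not installed, limma's trend method on log2(FPKM + 1), an adjusted p-value under 0.05, a minimum absolute log2 fold change of 1, the replicate number as a block, leaving out each library in turn, and a comparison of drought replicate 2 with control replicate 1 alone. Detection was counted at a read count above 0, of at least 1, and at an FPKM of at least 1. Fold changes of named unigenes were also computed from mean FPKM with pseudocounts of 0.1 and 1. The alternatives added after seeing the data are forms of the DESeq procedure, and the count of called unigenes in the listed pathways among only the unigenes kept by edgeR's filter, and are marked as such in the closing section.

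The unigenes named in the text were set by a rule written before the files arrived: every unigene that the paper names in its text, in Fig. 4 or in Additional files 4 and 6, and the 5 largest increases and 5 largest decreases past the threshold in the main fit. Since 0 unigenes passed it, no unigene was added by the last part of the rule.

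The methods were tested on simulated counts drawn for the real unigenes from their means and the library sizes, with 200 unigenes changed by log2 fold changes of 1, 2, 3 or 4 in either direction. With a dispersion of 0.02, edgeR found 177 of the 200 with 19 unchanged unigenes called, DESeq2 149 with 8, and the DESeq procedure 150 with 0, all in the right direction. With the common dispersion of the 4 libraries, edgeR found 93, DESeq2 98 and the DESeq procedure 59.

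The depth was between 10235114 and 12922860 counted reads per library, at which 3 reads are between 0.232 and 0.293 CPM. The pathway lists of Additional file 3 were at hand only in part (2605 of 5326 places), and the GO lists were cut in the same way, so GO classes were not counted. Assembly, annotation, microsatellites, PCR and qRT-PCR measurements have no data in the files and were left out.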

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

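In data that the paper's text does not discuss, 2 pathways whose lists were complete had unigenes that differed from the control level as a set. The difference is a fall, not a rise. For linoleic acid metabolism, 12 of 15 tested unigenes were lower in drought, with a median log2 fold change of -0.411 (limma's camera test, Benjamini-Hochberg adjusted p = 0.000401 over 90 pathways). Among photosynthesis antenna proteins, which bind the chlorophyll that collects light, 13 of 15 were lower, with a median of -0.357 (camera adjusted p = 0.0011). In each set 0 unigenes had an adjusted p-value under 0.1 in edgeR on their own, and 7 of the 15 had both drought libraries below both control libraries by FPKM. A pathway with an incomplete list, metabolism of xenobiotics by cytochrome P450 (30 of 60 unigenes at hand), had the smallest camera adjusted p (0.000367). Of its 23 tested unigenes, 16 were lower in drought, with a median log2 fold change of -0.472. It was not followed further.

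Technical explanations were tested for both sets with complete lists. If a single library carried the difference, leaving it out would bring the camera p to 0.05 or more. The largest camera p with 1 library left out was 0.035 for the antenna proteins and 0.00422 for linoleic acid metabolism, in both cases without drought replicate 2. These values are not adjusted. With adjustment over the 90 pathways, the largest camera adjusted p with 1 library left out was 0.306 for the antenna proteins and 0.127 for linoleic acid metabolism, again without drought replicate 2, and it was also above 0.05 without control replicate 1 for the antenna proteins (0.263) and without control replicate 2 for linoleic acid metabolism (0.109). Fewer libraries alone can raise it, so a single library is not excluded for either set. A shift of all unigenes of similar abundance would lower at least 80% of them, but of the 1000 unigenes closest in abundance 50% were lower in drought for the antenna proteins and 47.3% for linoleic acid metabolism. Reads shared between paralogs remain open, since 93.3% of the tested unigenes of either set (14 of 15) had a read count that was not whole in some library. The real split was 1 of 3 splits of the 4 libraries with a camera p as small, for each set, and 3 splits cannot bring that share under 0.05. For the antenna proteins, the split by replicate number also gave a low camera p (0.00727). A lower expression of both sets in drought may be biological, but it cannot be told apart from single libraries, from shared reads or from the grouping of 4 libraries. No test covered the shares of leaves, stems and roots in each library, which the paper does not give. The predictions on splits for the antenna proteins and on the adjusted values with 1 library left out were written after the results were seen, and the others before.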

How the results depend on the processing

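The main fit called 0 unigenes. The same held with DESeq2's size factors, at least 10 reads in every library, limma's trend method on log2(FPKM + 1) and the replicate block. Both stricter thresholds were applied to the main fit itself, so their 0 was certain. Drought replicate 2 against control replicate 1 alone cannot bear on this. With a single library per condition, the difference between them was itself taken as spread. The share of upregulated unigenes has no main value and is not among the compared results. With each library left out in turn, the differentially expressed unigenes numbered from 0 to 2, the upregulated ones from 0 to 2, and the carbon fixation unigenes lower in drought from 8 to 14 (13 in the main fit, 14 with the replicate block).

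Among the alternatives set before the files arrived, edgeR with no filter on low counts called 29 unigenes (5 up, 24 down), with 1 in the listed KEGG pathways, 2 of the transcription factor list and 3 of the qRT-PCR set. DESeq2's Wald test called 240 (60 up, 180 down), with 13 in the listed pathways, 1 in fatty acid, starch and sucrose or nitrogen metabolism, 13 of the transcription factor list and 13 of the qRT-PCR set. The DESeq procedure called 115 (31 up, 84 down), with 2 in the listed pathways, 6 of the transcription factor list and 16 qRT-PCR unigenes. edgeR without the filter and the DESeq procedure keep low-count unigenes. DESeq2 keeps them in its fit, but its default setting can leave unigenes with a low mean out of the adjustment, and these then count as not called. However, 220 of DESeq2's 240 unigenes and all 115 of the DESeq procedure were among the 25901 kept by edgeR's filter. This argues against low-count unigenes as the source of most calls of DESeq2 and the DESeq procedure. Both treat the dispersion as known. edgeR's quasi-likelihood test carries the uncertainty of a dispersion estimated from 2 libraries per condition. This difference could explain the larger counts of DESeq2 and the DESeq procedure. In counts simulated with edgeR's dispersion estimate for each unigene, edgeR called 21 unchanged unigenes, DESeq2 135 and the DESeq procedure 37. That estimate is drawn toward the trend across unigenes.

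The following alternatives were chosen after seeing the data. With fitted dispersions only, the DESeq procedure called 928 unigenes (426 up, 502 down), with 14 of the transcription factor list. At an unadjusted p-value under 0.1 the DESeq procedure called 1590 (573 up, 1017 down). With a minimum absolute log2 fold change of 1 also, it called 1475 (545 up, 930 down). With the 40% of unigenes with the fewest reads left out as well, it called 1088 (364 up, 724 down). Each of these held all 35 unigenes of the transcription factor list. With the dispersion curve read from Additional file 4, it called 790 (236 up, 554 down, 25 of the transcription factor list) at an unadjusted p-value under 0.05. Under 0.1 it called 1359 (436 up, 923 down, 35 of the list), and with the minimum fold change also 1061 (357 up, 704 down, 35). At an adjusted p-value under 0.1 it called 111 (30 up, 81 down, 7). With a local dispersion fit, it called 288 (75 up, 213 down; 11) at an adjusted and 3058 (1144 up, 1914 down; 35) at an unadjusted p-value under 0.1, and with blind dispersions over the 4 libraries 0. At an unadjusted p-value no higher than the largest P value of Additional file 4, it called 112 (30 up, 82 down; 6), and with fitted dispersions only 635 (298 up, 337 down; 12). With the 40% of unigenes with the fewest reads left out and an adjusted p-value under 0.1, it called 125 (32 up, 93 down; 8). Among only the unigenes kept by the filter on low counts, 11 unigenes of the listed KEGG pathways were called by DESeq2's Wald test and 2 by the DESeq procedure.

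Of 644 alternative values for the log2 fold changes of 49 named unigenes, none reversed in sign. Of the values from a test, 47 passed the threshold where the main fit had not and the others stayed on the same side of it. The estimates themselves moved by more than the spread between replicates for 25 of the 49 unigenes as the ratio of mean FPKM with a pseudocount of 1, for 24 with limma's trend method on log2(FPKM + 1), for 13 with a pseudocount of 0.1, for 5 with DESeq2's Wald test, and for between 13 and 18 in each fit without 1 library. The depth limits unigenes with few reads most: between 58.1% and 59.4% of the detected unigenes had under 10 reads in a library.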

Differences from the paper's values

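The paper reports 1060 differentially expressed unigenes, 356 upregulated and 704 downregulated, where the main fit gave 0 in all 3 counts. None of the alternatives set before the files arrived closed these gaps; the largest counts among them were 240, 60 and 180 with DESeq2's Wald test. Alternatives chosen after seeing the values did reach them. The DESeq procedure with an unadjusted p-value under 0.1, a minimum absolute log2 fold change of 1 and the dispersion curve read from Additional file 4 gave 1061 unigenes, 357 up and 704 down. The same threshold with the curve fitted to the files and the 40% of unigenes with the fewest reads left out gave 1088, 364 and 724. Also within 1.5 times of the paper's total, and likewise chosen after seeing the values, were an unadjusted p-value under 0.1 with the curve of Additional file 4 (1359 unigenes, 436 up, 923 down), the same under 0.05 (790, with only the 554 downregulated within 1.5 times), fitted dispersions only (928, with 426 up and 502 down), the DESeq procedure at an unadjusted p-value under 0.1 (1590, with only the 1017 downregulated within 1.5 times) and the same with the minimum fold change (1475, with only the 930 downregulated). Fitted dispersions only, at an unadjusted p-value no higher than the largest P value of Additional file 4 and again chosen after seeing the values, gave 298 upregulated unigenes, within 1.5 times of the paper's 356, but 635 in all.

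The paper places 207 differentially expressed unigenes in KEGG pathways, and the main fit gave 0 in the metabolism lists at hand, which are incomplete. No alternative set before the files arrived closed the gap, the largest count being 13 with DESeq2's Wald test. Among those chosen after seeing the values, the largest count was 151. It came from the local dispersion fit at an unadjusted p-value under 0.1, which called 3058 unigenes in all. The paper lists 35 transcription factor unigenes among its differentially expressed unigenes, and the main fit gave 0; no alternative set before the files arrived closed the gap (13 with DESeq2's Wald test), while every DESeq form with an unadjusted p-value under 0.1, the local dispersion fit included, gave 35 and the one under 0.05 gave 25, all chosen after seeing the values. The paper describes 18 qRT-PCR unigenes as upregulated in the sequencing data, and 0 passed in the main fit; of the alternatives set before the files arrived, the DESeq procedure (16) and DESeq2's Wald test (13) closed this gap and the others did not.

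For 3 unigenes of Fig. 4 without control reads, the fold change differed. With 0 reads in both controls, its size depends on the count put in place of the zeros. The labels of Fig. 4 match the normalized drought means of 27.8, 33.9 and 34 over a control mean set to 1. The gaps below are therefore not measured differences. For comp28220_c0 it is about 28 in Fig. 4, read from the label, against 226 in the main fit, and no alternative set before the files arrived closed the gap. For comp42238_c0 it is about 34 in Fig. 4 against 276, and of the alternatives set before the files arrived only the ratio of mean FPKM with a pseudocount of 0.1 did so (28.3). For comp47856_c0 it is about 34 in Fig. 4 against 277, and no alternative set before the files arrived closed the gap. The other 8 unigenes of Fig. 4 were within the stated limits in the main fit. So were the log2 fold changes of Additional file 4 that were both listed and tested. Of its 35 unigenes, 31 were tested and 4 have no listed value. The unigene comp28678_c0, listed at -4.351, was not tested and could not be compared.

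The paper states that all its C4 pathway genes were downregulated in drought, whereas 8 of the 21 tested unigenes of the carbon fixation pathway had a higher estimate in drought; which of them the paper counts as C4 genes is not known here. Additional file 4 marks 2 unigenes, comp54206_c0 and comp66427_c0, as upregulated, where the main fit gave log2 fold changes of -1.47 and -1.02 and the log2 fold changes in the same file are also below 0. In its discussion the paper describes a share of drought-inducible genes close to that of the others, whereas 25% of the unigenes called by DESeq2's Wald test were higher in drought. Forms of the DESeq procedure chosen after seeing the data that called unigenes gave shares from 25.6% to 46.9%. The highest shares, 45.9% and 46.9%, came with fitted dispersions only.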

Other observations

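The values headed Padj in Additional file 4 were compared with p-values of the DESeq procedure. The hypothesis, formed after seeing the values, was that the listed values are p-values before adjustment. For each of the 35 unigenes, the dispersion at which the unadjusted exact test gives the listed value was computed. For 14 unigenes this was the unigene's own dispersion, and for the other 21 it lay on a single curve of the form that DESeq fits, 0.055 + 4.92 divided by the mean count, with deviations of at most 0.0247%. With that curve, the unadjusted p-value was within 5% of the listed value for 35 of 35 unigenes, and the adjusted p-value for 0. With the curve fitted to all unigenes with reads in its place, the unadjusted p-value was within 5% for 13 unigenes, and the adjusted p-value for 0. The curve fitted to all unigenes with reads was 0.104 + 2.11 divided by the mean, and with the 40% of unigenes with the fewest reads left out it was 0.055 + 4.68 divided by the mean. That filter was picked from 16 that were tried for the curve, with counts both rounded and rounded down, because it came close; the intercepts over all of them ran from 0.0329 to 0.104. The values headed Padj may therefore be p-values that were not adjusted. This hypothesis leaves the separate P values of Additional file 4 unexplained. For comp54982_c1 the file lists a P value of 8.68e-21 beside 1.17e-11 under Padj. The curve was read from the same 35 Padj values. The match at the 21 unigenes follows partly from that reading, while the match at the 14 others does not use the curve.

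A second hypothesis, also formed afterwards, was that the paper's differentially expressed unigenes were selected by such unadjusted p-values under 0.1 together with a minimum absolute log2 fold change of 1, the smallest listed one being 1.0379. This threshold gave 1061 unigenes, 357 up and 704 down, against the paper's 1060, 356 and 704, while an adjusted p-value under 0.1 with the same curve gave 111. It was 1 of 4 thresholds tried with that curve and 1 of 14 forms of the DESeq procedure tried after the data were seen, so a close count on its own is weak evidence; the separate match of the 35 listed values does not depend on it. The files may therefore hold the paper's list under an unadjusted threshold, but the authors' own script was not available to settle it.

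The column headings of Additional file 4 name drought replicate 2 and control replicate 1, but for 35 of the 35 unigenes the listed values were within 1% of the normalized means over both replicates of each condition. The labels of Fig. 4 for the DGE data equal the ratio of the normalized means with a control mean below 1 set to 1, for all 11 unigenes. No explanation was tested for either.

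The absence of called unigenes in the main fit was weighed against technical explanations. If too little power with 2 libraries per group were the cause, edgeR was predicted to find under 50% of changed unigenes in simulated counts, and it found 46.5% of 200 with the common dispersion of the libraries. This share depends on the sizes chosen for the simulation: edgeR found 50 of 50 at a log2 fold change of 4, 34 of 50 at 3, 8 of 50 at 2 and 1 of 50 at 1. Next, each unigene was given edgeR's estimate of its dispersion, which is drawn toward the trend across unigenes. With it edgeR found 68% of those changed by 4 (this prediction, of under 50% at 4, was written after the result was seen). It found 29 of 50 changed by 3, 15 of 50 changed by 2 and 0 of 50 changed by 1. Too little power may therefore account for changes of 1 or 2 that were not called. For large changes the simulation does not settle it, since the libraries hold large changes shared by both replicates that edgeR did not call, such as comp31860_c2 with a log2 fold change of 8.03 (edgeR adjusted p = 0.307, DESeq2 adjusted p = 3.45e-18), and the simulated counts did not bring about such a complete absence of calls. Too little power of edgeR's test in the real libraries is therefore not excluded for them either. If the spread between replicates were as large as the difference between conditions, libraries of one condition would correlate no better than libraries of different conditions, and the mean Pearson's r across unigenes was 0.924 within and 0.927 across conditions, a difference of -0.00335 (this prediction was made after the correlations were seen), although the control pair had the highest r of all pairs (0.934). Too little power and the spread between replicates both remain as explanations. In a principal component analysis of the libraries, the first component (41.4% of the variance) set drought replicate 2 (99.9) apart from drought replicate 1 (-54.7), with the controls at -2.34 and -42.8.

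The 240 unigenes called by DESeq2's Wald test were compared with other splits of the same 4 libraries into 2 and 2. The split by replicate number gave 209 unigenes and the remaining split gave 315, so 2 of the 3 splits gave at least as many as the real one, and 3 splits cannot give a share under 0.05. The DESeq procedure at an adjusted p-value under 0.1 gave 115, 56 and 143 unigenes for the real split, the split by replicate number and the remaining one, and at an unadjusted p-value under 0.1 with the minimum fold change 1475, 1453 and 1673. edgeR gave 0 for each. A single library rarely carried a call, since in 10.8% of the 240 unigenes over 90% of the reads of the higher condition came from 1 library. The number of unigenes called between drought and control cannot be told apart from the number between mixed groups of the same libraries, although single unigenes with reads almost only in both drought libraries may still be true responses.

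The actin unigene used as the qRT-PCR reference had 6 reads in the control libraries and 0 in the drought libraries, although the drought libraries hold 52.9% of all reads. Sampling noise of a few reads would give an exact binomial p of 0.05 or more, and the exact binomial p was 0.011, without allowance for the spread between plants. The prediction was written after the counts were seen. In DESeq2, which allows for spread between libraries, the log2 fold change was -4.22 with a standard error of 3.78. A fall of the actin unigene in drought is therefore not established. If a reference is lower in drought, fold changes measured against it rise for every target. In Fig. 4 the qRT-PCR fold change was above the DGE fold change for 11 of 11 unigenes, by factors between 1.6 and 7.4, where a fallen reference alone would give a similar factor for all. This prediction was also written after the values were seen. For comp28220_c0, comp42238_c0 and comp47856_c0, with 0 control reads, the DGE fold changes of Fig. 4 are ratios with the control mean set to 1. Their place in this comparison depends on that setting. The direction is consistent with a reference unigene lower in drought, but zero counts, the choice of unigenes and the primers' efficiency were not tested, and the biological and technical explanations cannot be told apart.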
